# Long Non-coding RNA and mRNA Profile of Liver Tissue During Four Developmental Stages in the Chicken

**DOI:** 10.3389/fgene.2020.00574

**Published:** 2020-06-16

**Authors:** Chunyou Ning, Tianyuan Ma, Silu Hu, Zhongxian Xu, Pu Zhang, Xiaoling Zhao, Yan Wang, Huadong Yin, Yaodong Hu, Xiaolan Fan, Bo Zeng, Mingyao Yang, Deying Yang, Qingyong Ni, Yan Li, Mingwang Zhang, Huailiang Xu, Yongfang Yao, Qing Zhu, Diyan Li

**Keywords:** long non-coding RNA, mRNA, liver, chicken, development

## Abstract

The liver is the major organ of lipid biosynthesis in the chicken. In laying hens, the liver synthesizes most of the yolk precursors and transports them to developing follicles to produce eggs. However, a systematic investigation of the long non-coding RNA (lncRNA) and mRNA transcriptome in liver across developmental stages is needed. Here, we constructed 12 RNA libraries from liver tissue during four developmental stages: juvenile (day 60), sexual maturity (day 133), peak laying (day 220), and broodiness (day 400). A total of 16,930 putative lncRNAs and 18,260 mRNAs were identified. More than half (53.70%) of the lncRNAs were intergenic lncRNAs. The temporal expression pattern showed that lncRNAs were more restricted than mRNAs. We identified numerous differentially expressed lncRNAs and mRNAs by pairwise comparison between the four developmental stages and found that *VTG2*, *RBP*, and a novel protein-coding gene were differentially expressed in all stages. Time-series analysis showed that the modules with upregulated genes were involved in lipid metabolism processes. Co-expression networks suggested functional relatedness between mRNAs and lncRNAs; the DE-lncRNAs were mainly involved in lipid biosynthesis and metabolism processes. We showed that the liver transcriptome varies across different developmental stages. Our results improve our understanding of the molecular mechanisms underlying liver development in chickens.

## Introduction

The liver is the largest metabolic organ, and it is involved in the metabolism of numerous biologically important compounds, synthesis of essential proteins, detoxification of exogenous materials, and host defense against invading pathogens (Grant, 1991; Brockmöller and Ivar, 1994; Calne, 2000; Rui, 2014). The liver produces a large number of fatty acids and play a crucial role in lipid transportation through lipoprotein synthesis, depending on species (Nguyen et al., 2008; Mashek, 2013). In chickens, over 70% of the *de novo* lipogenesis occurs in the liver (Leveille et al., 1968; O’Hea and Leveille, 1969), especially during the egg production period. The production of egg yolk proteins in chicken liver is mainly regulated by several steroid hormones, such as estrogen. As hens mature sexually, the secretion of hydrophobic lipids including free fatty acids, triacylglycerols, and cholesteryl esters begins in the liver and these are assembled together to form two major components of yolk protein precursors including very low density apolipoprotein II (ApoVLDL II) and vitellogenin II (VTG II) under estrogen stimulation (Wiskocil et al., 1980; Denslow et al., 1999; Walzem et al., 1999). These particles are subsequently transported to blood and circulated to the developing oocyte for embryo growth and development (Nimpf and Schneider, 1991; Schneider, 1995).

Large-scale transcriptome analyses reveal that about 75% of the human genome can be transcribed into RNAs, and most of these transcripts are defined as different types of non-coding RNAs (ncRNAs) (Djebali et al., 2012; Liu et al., 2013). Of these, long non-coding RNAs (lncRNAs) are the most abundant and play versatile role in gene regulation of expression (Derrien et al., 2012a). The lncRNAs are generally >200 nucleotides (nt) in length with little or no coding potential (Esteller, 2011). LncRNAs were initially considered to be “noise” of genome transcription and to lack biological function. However, studies in different species have fully demonstrated that lncRNAs are an important regulatory factor in a series of biological processes, such as controlled recruitment of transcription factors (Martianov et al., 2007; Maamar et al., 2013; Ng et al., 2013), regulation of mRNA decay and translation rate (Gong and Maquat, 2011; Carrieri et al., 2012), and formation and function of subnuclear structures (Mao et al., 2010; Yang et al., 2011).

The chicken is an established model organism for studying vertebrate development (Stern, 2005). Compared with mammals, the liver is the accessory organ of lipid biosynthesis in the chicken (Leveille et al., 1975). Thus, liver is responsible for lipid metabolism and homeostasis that play a critical effect on chicken growth and laying performance. It is also important for birds to adapt environmental changes through the regulation of the lipid metabolism in liver (Bedu et al., 2002). Although the genes and gene products related to hepatic lipid metabolism in chicken liver are very similar to those in mammals, they differed in specialized functions (Kirchgessner et al., 1987). For example, the microsomal triglyceride transfer protein (MTTP) is known to assist lipoprotein assembly to form very low density lipoprotein (VLDL) in mammals (Hussain et al., 2008, 2012); however, a previous study indicated that upregulation of MTTP in the liver does not require increased VLDL assembly during laying process in chicken (Ivessa et al., 2013). In addition, a battery of genes associated to lipid metabolism were lost from the chicken genome during the evolutionary process (Ðaković et al., 2014). Most RNA-seq studies in chickens have focused on protein-coding genes and ignored lncRNAs because of their poor conservation and low expression abundance in tissues compared with mRNAs. Therefore, the repertoire of potential genes and lncRNAs involved in hepatic lipid metabolism remains to be completely elucidated in laying chickens.

There, in this study, we comprehensively investigated the lncRNAs and mRNAs in chicken liver at four developmental stages using high-throughput RNA sequencing technology. We identified many differentially expressed transcripts and explored these enrichment pathways across the four stages. In addition, by constructing a co-expression network of lncRNA and mRNAs, we predicted the potential functions of lncRNAs. These results would contribute to better comprehension of transcriptome changes and comparative understanding of molecular mechanisms of liver development in chickens.

## Materials and Methods

### Animals and Liver Tissue Collection

In this study, the healthy hen chickens of Luhua (a Chinese indigenous breed) were obtained from the Experimental Chicken Farm of Sichuan Agricultural University. Chickens were examined at the four developmental stages: juvenile period (JP, 60 days of age), sexual maturity period (SM, 133 days of age), peak laying period (PL, 220 days of age), and broodiness period (BP, 400 days of age). Birds were euthanized by intravenous injection containing 2% pentobarbital sodium (25 mg/kg of BW). Liver tissue was rapidly collected from three biological replicates at each stage and promptly frozen in liquid nitrogen. All samples were stored at −80°C until total RNA extraction. All experimental methods and sample collection of this study were conducted in accordance with guidelines provided by the Institutional Animal Care and Use Committee (IACUC) of Sichuan Agricultural University, under permit No. DKY-B20171910.

### RNA Isolation, Library Preparation, and Sequencing

Total RNA of each sample was extracted using RNAiso Plus reagent (TaKaRa, Otsu, Shiga, Japan) following the manufacturer’s instruction. We estimated the integrity and quality of total RNA using Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, CA, United States) with an RNA 6000 Nano kit. Subsequently, 12 strand-specific libraries were generated after depleting rRNA by the Ribo-Zero^TM^ Gold Kit (Illumina, San Diego, CA, United States) and then sequenced on the Illumina HiSeq X Ten platform (Illumina Inc., San Diego, CA, United States) with a paired-end sequencing length of 150 bp (PE150) at Novogene Corporation (Beijing, China).

### Identification of lncRNAs

We removed the low-quality reads, adaptor sequences, empty reads, and ribosomal (r)RNA reads from the raw data in order to obtain high-quality lncRNAs. The processed reads were mapped to the chicken reference genome (*Gallus gallus-5.0*) using HISAT2 2.1.0 (Kim et al., 2015), and the mapped reads were assembled by Stringtie v1.3.3 (Pertea et al., 2015). Then, we merged the assembled transcripts into consensus transcripts using custom Python scripts after filtering reads with length less than 200 nt. Coffcompare v2.2.1 was applied to removed transcripts annotated as “C” and “=” (“C” for partial match, and “=” for full match) (Trapnell et al., 2010). Next, the remaining known protein-coding transcripts were removed by BLASTX and Hmmscan (Eddy, 2009). The Coding Potential Calculator (CPC) (Kong et al., 2007) was used to assess the coding potential of the remaining transcripts; transcripts with FPKM > 0 (where FPKM = fragments per kilobase of transcript per million mapped reads) in at least one biological replicate were annotated as lncRNAs. The pipeline of lncRNA identification is depicted in Supplementary Figure S1.

### Classification of lncRNAs

The identified lncRNAs were classified by FEELnc (Wucher et al., 2017), a tool for lncRNA prediction and annotation. According to the location with corresponding gene, lncRNAs were classified into two categories: intergenic lncRNAs and intragenic lncRNAs. The intragenic lncRNAs can be further subclassified into four categories: (1) sense intronic lncRNAs, (2) antisense intronic lncRNAs, (3) sense exonic lncRNAs, and (4) antisense exonic lncRNAs.

### Transcript Expression Level Analysis

Transcript abundance was evaluated by FPKM values of mRNAs and lncRNAs using StringTie v1.3.3 (Pertea et al., 2015). The transcripts that exhibited FPKM > 0.1 were used to filter the expressed protein-coding genes. Subsequently, log2-transformed values of FPKM + 1 were used for further analysis. For reliability of the experimental data, Spearman correlations were checked across the four developmental stages. *t*-Distributed stochastic neighbor embedding (*t*-SNE) was performed using R software and hierarchical clustering was carried out using MultiExperiment Viewer (MeV v4.9.0) (Howe et al., 2010). The differentially expressed genes (DEGs) and lncRNAs transcripts (DE-lncRNAs) were identified using edgeR package^1^ based on the read count data (Robinson et al., 2009). The significant DEGs and DE-lncRNAs were screened with a false discovery rate <0.05 and | fold change (FC)| ≥ 1.5 as cutoff.

### Time-Series Analysis

We performed the four time-series analysis using the Short Time-series Expression Miner (STEM) (Ernst and Bar-Joseph, 2006). Different colors represented significantly enriched model profiles (Bonferroni-adjusted *P-*values ≤ 0.05), where model profiles with the same color were considered the same cluster of expression profiles.

### LncRNA-mRNA Co-expression Network Analysis

To predict the function of lncRNAs, a co-expression network was constructed by Weighted Gene Co-expression Network Analysis (WGCNA) in the R package (Langfelder and Horvath, 2008). We calculated the co-expression network based on the DEGs and DE-lncRNAs that were screened by edgeR. The “co-expression modules” detected by average linkage hierarchical clustering represented genes with coordinated expression patterns.

### Functional Enrichment Analysis for Genes

The DEGs were subjected to functional enrichment analysis for Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway categories using Metascape (Zhou et al., 2019) online tool^2^. The GO terms and KEGG pathways with *P*-values < 0.01 were considered significant.

### Quantitative Real-Time PCR Validation

To verify the reliability of the expression profiles of RNA-sequencing data, we randomly evaluated expression of five each for DEGs and DE-lncRNAs by quantitative real-time PCR (qPCR). The primers used for qPCR are shown in Supplementary Table S1. The cDNA was synthesized using the EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix (Transgen Biotech, Beijing, China) following the manufacturer’s recommendation. We performed qPCR on a CFX96 Real-Time PCR Detection system (Bio-Rad Laboratories, Hercules, CA, United States) using TransStart Top Green qPCR SuperMix (Transgen Biotech, Beijing, China). The reaction volume was 20 μl, containing 1 μl of template cDNA, 0.4 μl of forward and reverse primers, 10 μl of Top Green qPCR SuperMix, and 8.2 μl of RNase-free water. The qPCR measurements were evaluated in triplicate followed the qPCR system: 94°C for 30 s, followed by 40 cycles of 94°C for 5 s and 30 s at the Tm indicated in Supplementary Table S1. The melting curve analysis was carried out from 65 to 95°C with increments of 0.5°C for 5 s. The expression levels of each transcript were normalized to that of *ACTB* used as endogenous control. The fold change in expression levels was determined using the 2^–ΔΔCt^ method.

## Results

### Data Summary of lncRNAs and mRNAs Profile in Chicken Liver

To systematically explore the hepatic transcriptome during development in chicken, we constructed 12 cDNA libraries from 12 female Luhua chickens in four crucial stages during development: JP (day 60), SM (day 133), PL (day 220), and BP (day 400). 

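Liver RNA of 3 hens at each of the 4 stages was sequenced after depletion of ribosomal RNA, which gave 12 libraries, 1 for each hen, at days 60, 133, 220 and 400. The authors filtered the reads, mapped them with HISAT2, assembled and quantified transcripts with StringTie, and deposited FPKM values of mRNAs in a table and FPKM values of lncRNAs in another, with 1 column for each liver. FPKM scales the fragments of a transcript by its length and by the mapped fragments of the library, so each value depends on the total by which its library was divided. The values are not read counts. The paper's Supplementary Table S2 lists from 117250830 to 129311850 clean reads for a liver at JP (median 122440650), from 101444286 to 113965610 at SM (median 101980584), from 87347872 to 114085474 at PL (median 97615786) and from 93114962 to 101810298 at BP (median 101696546). The mapped ratio in that table ranged from 95.4% to 96.3% in the 6 livers of JP and PL and from 92.2% to 93.0% in the 6 livers of SM and BP, without overlap. The sum of FPKM over all mRNAs was also separated, with 408296 to 539529 in the JP and PL livers and 688208 to 772041 in the SM and BP livers. Over lncRNAs the sums were 3106 to 3985 and 7070 to 8583. Much of the difference in mRNA sums lies in a few transcripts that were far higher at SM and BP. Each stage lies wholly on one side of this division, and the paper's text names no sequencing batch, so a difference between library sets and a difference between stages cannot be told apart in the 4 comparisons that cross it. JP versus PL and SM versus BP lie within the division. Each side is called a library set below, a name inferred from these values and not given by a label. Stages on the same side may differ in their libraries too. The paper's ratio of high-quality bases, for example, also parts JP from PL livers.

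**Figure D1:**
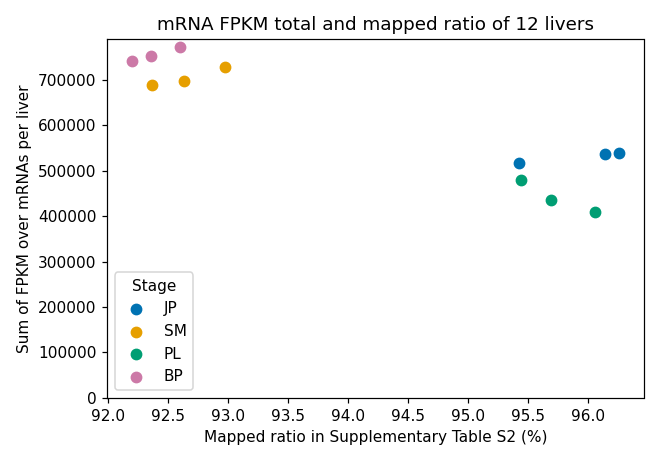
Sum of FPKM over all mRNAs (vertical axis) against the mapped ratio in Supplementary Table S2 in percent (horizontal axis, which does not start at 0) for the 12 livers, with 1 point for each liver and a colour for each stage. The 6 JP and PL livers sit at or below 539529 and the 6 SM and BP livers at or above 688208.

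The stages were then compared on log2(FPKM + 1), the scale used in the paper, with limma in 1 fit of all 12 livers with a mean for each stage, for mRNAs and lncRNAs apart. Transcripts with FPKM above 0.1 in at least 3 livers were tested, which left 16703 mRNAs and 6254 lncRNAs. A transcript was called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5, the thresholds of the paper. The paper applied edgeR to read counts, a step that these FPKM values do not include. Adding 1 before the logarithm understates the change of transcripts with low FPKM. With 3 livers against 3, an exact permutation test of a transcript on its own cannot give a two-sided p below 0.1, so the calls rest on the spread estimated across transcripts.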

The strand-specific libraries were sequenced on Illumina’s HiSeq platform. A total of 195.53 Gb of raw data with 150-bp paired-end sequences were generated. After filtering adaptors and low-quality reads, 192.31 Gb clean reads were retained corresponding to an average of ∼16.03 Gb of high-quality reads per sample. The high-quality reads were mapped to the chicken genome (*G. gallus-5.0*) with a mapping rate of 92.20 to 96.26% using HISAT2.1.0 (Supplementary Table S2).

### Genomic Characterization and Classification of lncRNAs

To identify putative lncRNAs in chicken liver, we analyzed the homology of transcripts with known genes, inclusion of a known protein-coding region, and their coding potential. As a result, we obtained 16,930 putative lncRNAs that were expressed in at least one biological replicate (FPKM > 0), and 18,260 mRNAs that were substantially expressed (FPKM > 0.1 in at least one replicate) (Supplementary Tables S3, S4). 

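Every one of the 18260 mRNAs in the deposited table had an FPKM above 0.1 in at least 1 of the 12 livers, and every one of the 16930 lncRNAs had an FPKM above 0 in at least 1. Detection across livers differed between them. A value above 0 in all 12 livers was found for 14246 mRNAs (78.0%) and for 2576 lncRNAs (15.2%). By contrast, 190 mRNAs (1.04%) and 3691 lncRNAs (21.8%) had a value above 0 in 1 liver only. An FPKM above 0.1 in at least 1 liver was reached by 10241 lncRNAs, and an FPKM above 1 in at least 3 livers by 12136 mRNAs and 1067 lncRNAs. The number of mRNAs listed at 0 ranged from 1732 to 2123 in the JP and PL livers and from 1009 to 1401 in the SM and BP livers. For lncRNAs it ranged from 9745 to 10278 and from 7687 to 8922.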

We found that 14,959 (88.36%) lncRNAs and 15,983 (87.53%) mRNAs were assembled on chromosomes of chicken (Figure 1A and Supplementary Table S5), and most of these transcripts tended to be distributed in the large chromosomes (nos. 1–5 and the Z chromosome). Additionally, the numbers of mRNAs and lncRNAs were highly correlated with chromosome size (*r* = 0.9712 and 0.9371, respectively) (Supplementary Figure S2). 

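The median log2(FPKM + 1) of a liver was 1.68 ± 0.24 (SD, n = 12 livers) over all 18260 mRNAs and 0.0048 ± 0.0069 over all 16930 lncRNAs. The median of mRNAs was higher in 12 of 12 livers, by 1.67 ± 0.24 on average, which is larger than the spread between livers (exact sign-flip permutation test, two-sided, p = 0.000488, the smallest that 12 livers allow). At each stage (n = 3 livers) the median of mRNAs was 1.49 ± 0.11 at JP, 1.95 ± 0.04 at SM, 1.47 ± 0.22 at PL and 1.80 ± 0.07 at BP. The median of lncRNAs was 0 in all JP and PL livers and in BP replicate 2, and the 90th percentile of lncRNAs was 0.36 at JP, 0.61 at SM, 0.40 at PL and 0.57 at BP. The difference moved most with 0.1 in place of 1 as the value added before the logarithm, to 4.47. Among transcripts with FPKM above 0.1 in at least 3 livers it was 1.75. Transcript lengths and exon numbers were not analysed here.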

Further comparative analysis showed that lncRNAs were shorter with fewer exons and were expressed at a lower level than that of mRNAs (Figures 1B–D).

**FIGURE 1:**
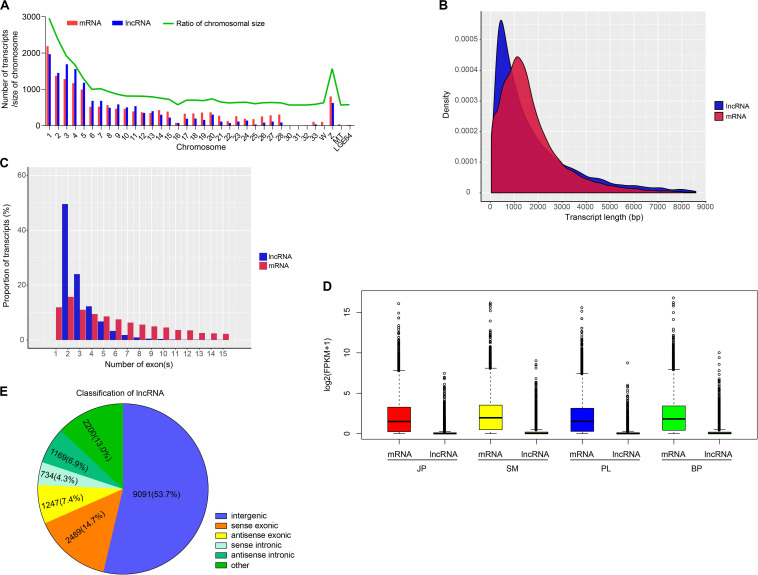
Genomic characterization of lncRNAs and mRNAs. **(A)** Chromosome distribution of lncRNAs and mRNAs identified in chicken liver. **(B)** The distribution of transcript length of lncRNAs and mRNAs. **(C)** The proportion of transcripts with different number of exons. **(D)** The expression level of mRNAs and lncRNAs in four developmental stages. **(E)** The classification of lncRNAs.

According to their genomic location, we used FEELnc to separate the 14,730 identified lncRNAs into five groups: 9091 intergenic lncRNAs (lincRNAs, 53.7%), 2489 sense exonic overlapping lncRNAs (14.7%), 1247 antisense exonic overlapping lncRNAs (7.4%), 734 sense intronic overlapping lncRNAs (4.3%), and 1169 antisense intronic overlapping lncRNAs (6.9%) (Figure 1E). The results of functional enrichment showed that genes whose exons and introns overlapped with lncRNAs with the most significantly enriched GO categories were annotated with terms that involved development and cell activities, such as regulation of system process (GO:0044057), developmental growth (GO:0048589), regulation of cell adhesion (GO:0030155), and cell surface receptor signaling pathway involved in cell–cell signaling (GO:1905114). KEGG pathways were enriched with terms such as MAPK signaling pathway (hsa04010), endocytosis (hsa04144), and prolactin signaling pathway (hsa04917) (Supplementary Table S6). These results indicated that the potential functions of exon- and intron-overlapping lncRNAs may be closely involved in these enriched categories and pathways.

### Expression Profiles of mRNAs and lncRNAs

Based on the expression change of mRNAs and lncRNAs, we calculated Spearman correlations between each pair of samples. 

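Spearman's rho was computed over all transcripts of a table for every pair of livers. It is a correlation across transcripts, which are not independent replicates, and pairs of livers share livers. For mRNAs the mean rho was 0.967 ± 0.008 (SD over 12 pairs) for livers of 1 stage and 0.931 ± 0.015 (54 pairs) for livers of different stages, a difference of 0.0363. For lncRNAs it was 0.617 ± 0.020 and 0.537 ± 0.026, a difference of 0.0796. No other partition of the 12 livers into 4 groups of 3 gave as large a difference (exact permutation test over all partitions, one-sided, p = 6.5e-05 for mRNAs and for lncRNAs, the smallest that the partitions can give). Among pairs of stages (9 liver pairs each), SM and BP had the highest mean rho, 0.960 ± 0.002 for mRNAs and 0.583 ± 0.010 for lncRNAs. The next highest was 0.932 ± 0.002 between JP and SM for mRNAs and 0.540 ± 0.015 between JP and PL for lncRNAs. The lowest was 0.918 ± 0.010 and 0.515 ± 0.024, in both cases between SM and PL. JP and PL livers had a mean rho of 0.931 ± 0.006 for mRNAs, which differed from that of JP and SM livers by less than the spread between liver pairs. SM and BP livers also share the lower mapped ratio and the higher sums of FPKM, and because each library set holds whole stages, no value adjusted for the set can be given. The difference between pairs of livers of 1 stage and of different stages moved most with transcripts of FPKM above 1 in at least 3 livers, to 0.0742 for mRNAs and 0.243 for lncRNAs.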

The results showed that both the mRNAs and lncRNAs of 12 samples were grouped into four clusters based on their developmental stages: samples at the PL and JP stages were separated from the SM and BP stages, whereas the SM and BP stages were more convergent than the PL and JP stages (Figures 2A,B). Similarly, *t*-SNE plots of 12 samples indicated that mRNAs and lncRNAs were expressed in a stage-specific manner (Figures 2C,D). In addition, we found that the correlation between two consecutive stages of lncRNAs was weaker than that for the mRNAs (Figures 2A,B). This observation indicates that lncRNAs have a narrower time windows on expression profiles and more restricted temporal expression than mRNAs. 

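The livers were also placed by principal components of log2(FPKM + 1), in place of t-SNE. Over 16703 mRNAs the first component held 45.2% of the variance and the second 24.4%, and over 6254 lncRNAs they held 38.0% and 12.4%. The first component of mRNAs lay between 29.1 and 48.7 in the SM and BP livers and between -72.0 and -25.7 in the JP and PL livers. On the second component the JP livers lay between 47.9 and 48.8 and the PL livers between -40.7 and -19.4. PL replicate 3 lay apart from the other two PL livers, at -27.0 and -19.4 against -72.0 and -40.6 for PL replicate 1 and -56.2 and -40.7 for PL replicate 2.

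**Figure D2:**
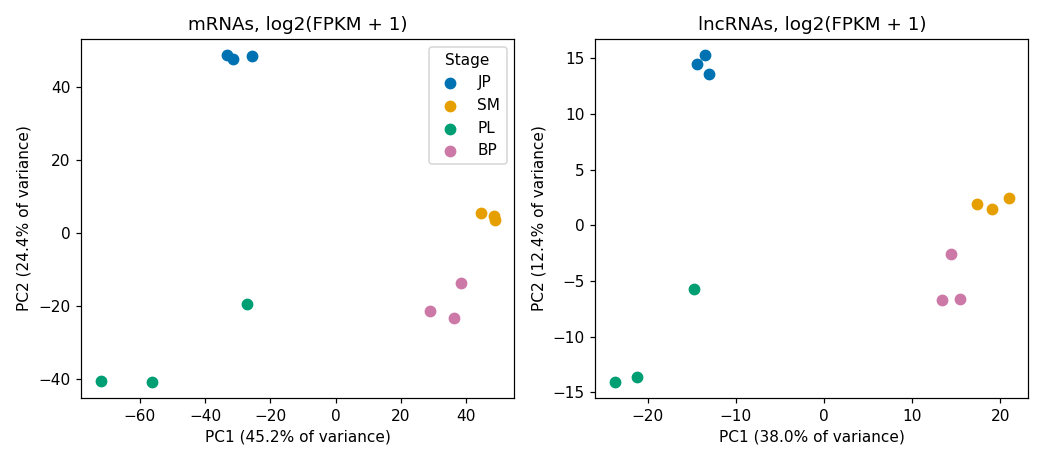
First and second principal components of log2(FPKM + 1) for mRNAs (left) and lncRNAs (right), with 1 point for each of the 12 livers and a colour for each stage. In both panels the SM and BP livers lie on the positive side of the first component and the JP and PL livers on the negative side.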

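Over the liver pairs of JP and SM, SM and PL, and PL and BP (27 pairs), the mean Spearman's rho was 0.924 ± 0.009 (SD) for mRNAs and 0.526 ± 0.018 for lncRNAs, a difference of 0.398. With each liver left out in turn the difference stayed between 0.395 and 0.402. Livers of 1 stage showed a difference of 0.350, from 0.967 for mRNAs and 0.617 for lncRNAs, which is 88.1% of that between consecutive stages. Mean expression moved it most. With mRNAs matched to the lncRNAs on mean FPKM, the mean rho was 0.598 for mRNAs and 0.488 for the matched lncRNAs, a difference of 0.110. The mRNA table holds only mRNAs above 0.1 in at least 1 liver, so low mRNAs in this match are uneven by construction. No test is given for the difference, because the pairs share livers.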

To further validate the inference, we used the Shannon entropy (*H*) value to calculate the specificity of expression profile across developmental stages. Compared with mRNAs, all three types of lncRNAs, intergenic, exon-overlapping, and intron-overlapping, showed increased temporal specificity (Figure 2E).

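The entropy of a transcript was computed from the shares of its mean FPKM in the 4 stages. It is 0 for a transcript found at 1 stage and 2 for a transcript with equal means at all stages. The median H was 1.92 over 18260 mRNAs (quartiles 1.77 and 1.97) and 1.15 over 16930 lncRNAs (quartiles 0 and 1.72), a difference of 0.767. With each liver left out in turn the difference was between 0.792 and 0.867. An H of 0 was found for 284 mRNAs (1.56%) and 4438 lncRNAs (26.2%). Of these lncRNAs, 3691 (83.2%) had a value above 0 in 1 liver only, and 112 had one in all 3 livers of their stage. When the 12 livers were regrouped at random into 4 groups of 3, the difference had a median of 0.580 over 100 regroupings, 75.6% of that between stages. Among transcripts with FPKM above 0.1 in at least 3 livers, the median H was 1.93 for mRNAs and 1.73 for lncRNAs, a difference of 0.195. It moved most with mRNAs matched to the lncRNAs on mean FPKM, to 0.0534 over the 12261 lncRNAs (72.4%) that had a match. That match is limited by the table itself, in which an mRNA with a low mean must still pass 0.1 in 1 liver. The 3 types of lncRNAs were not analysed here. From the weaker correlation between consecutive stages, the paper reasons that expression of lncRNAs is more restricted in time than that of mRNAs. It then uses its own entropy values, by type of lncRNA, as a further check of that inference.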

**FIGURE 2:**
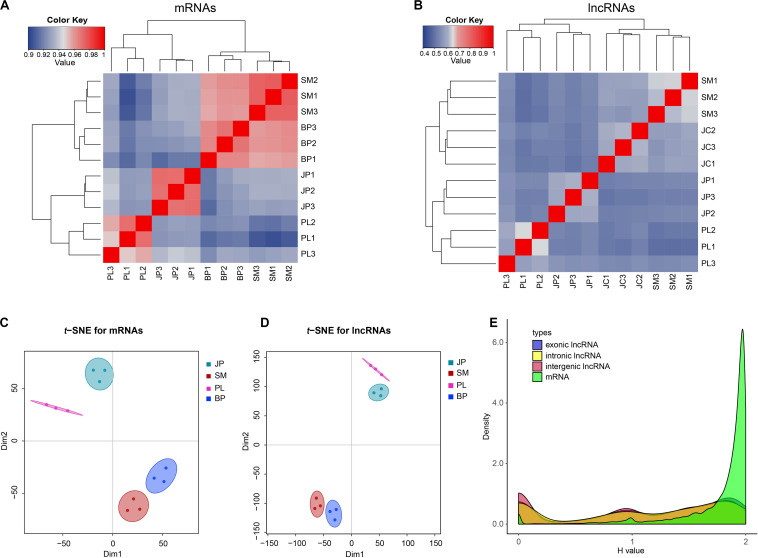
The expression profiles of mRNAs and lncRNAs. **(A,B)** Dynamic changes in expression profile of mRNAs and lncRNAs. The top and left panel is the sample tree and the value represents the pairwise Spearman correlation. **(C,D)** Two-way *t*-SNE plot of mRNAs and lncRNAs based on expression profiles. **(E)** Distributions of Shannon entropy-based temporal specificity scores were calculated for distinct types of lncRNAs and mRNAs.

### Identification of Differentially Expressed mRNAs and lncRNAs

To identify the DEGs and DE-lncRNAs in chicken liver, we performed pairwise comparisons of expression level between the four developmental stages with a threshold of |FC| > 1.5 and a false discovery rate < 0.05. 

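In the limma fit, 8048 of the 16703 mRNAs and 1067 of the 6254 lncRNAs tested were called in at least 1 of the 6 comparisons. The settings that moved these counts most used 0.1 in place of 1 before the logarithm, which gave 9976 mRNAs and 2301 lncRNAs. The mean was highest at SM for 3681 of the called mRNAs (45.7%), at BP for 1816 (22.6%), at JP for 1664 (20.7%) and at PL for 887 (11.0%). For lncRNAs these numbers were 608 (57.0%), 308 (28.9%), 47 (4.41%) and 104 (9.75%). The means of SM and BP were both above those of JP and PL for 4431 mRNAs (55.1%) and 782 lncRNAs (73.3%), and both below for 659 mRNAs (8.19%) and 39 lncRNAs (3.66%), along the division of the library sets. The files list mRNAs by Ensembl transcript and do not pair them with gene names. ENSGALT00000060226 rose from 0.85 ± 0.32 (SD, n = 3 livers) at JP to 14.09 ± 1.02 at PL on the log2(FPKM + 1) scale, a log2 fold change of 13.24 (standard error 0.63, adjusted p = 1.73e-07 from limma). ENSGALT00000012356 fell by 6.75 between these stages, from 8.05 ± 1.25 at JP, with an SD of 0.89 at PL (standard error 0.70, adjusted p = 0.000111). ENSGALT00000042470 was 3.09 ± 0.77 at PL and 15.01 ± 0.14 at BP, a log2 fold change of 11.92 (standard error 0.36, adjusted p = 1.09e-09). ENSGALT00000063504 fell by 11.28 from PL to BP, from 11.43 ± 0.38 to 0.15 ± 0.01 (standard error 0.17, adjusted p = 1.61e-12). The last pair differ in the same way between JP and SM, across the library sets.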

Overall, by comparing six pairs, we have identified 4405 unique mRNAs and 752 unique lncRNAs, which were significantly differentially expressed over four developmental stages. 

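Between JP and SM 4213 mRNAs were called, 3491 higher and 722 lower at SM. The numbers were 3197 between JP and PL (1099 higher and 2098 lower at PL), 3812 between JP and BP (2745 and 1067), 4884 between SM and PL (573 and 4311), 194 between SM and BP (77 and 117) and 3675 between PL and BP (3132 and 543). For lncRNAs 607 were called between JP and SM (574 higher and 33 lower in the later stage), 78 between JP and PL (45 and 33), 447 between JP and BP (412 and 35), 713 between SM and PL (96 and 617), 84 between SM and BP (33 and 51) and 443 between PL and BP (395 and 48). The split into higher and lower depended on the scaling of the libraries. When each liver was divided by its median ratio to the geometric mean of the livers, the higher and lower mRNAs were 1875 and 1892 between JP and SM, 1635 and 1617 between JP and PL, 1976 and 1898 between JP and BP, 1774 and 1784 between SM and PL, 96 and 76 between SM and BP, and 1707 and 1512 between PL and BP. The higher and lower lncRNAs were then 291 and 45, 81 and 50, 284 and 49, 117 and 273, 24 and 26, and 233 and 71, in the same order of comparisons. JP versus PL and SM versus BP are the comparisons within an inferred library set, and the other 4 cross the sets. Comparisons within a set need not be free of differences between libraries. The values of the 2 stages did not overlap for 53.6% of mRNAs tested between JP and SM and for 23.3% between SM and BP, the highest and the lowest of the 6 comparisons, where chance gives 10%. For lncRNAs the share was between 17.5% (SM versus BP) and 38.3% (SM versus PL).

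**Figure D3:**
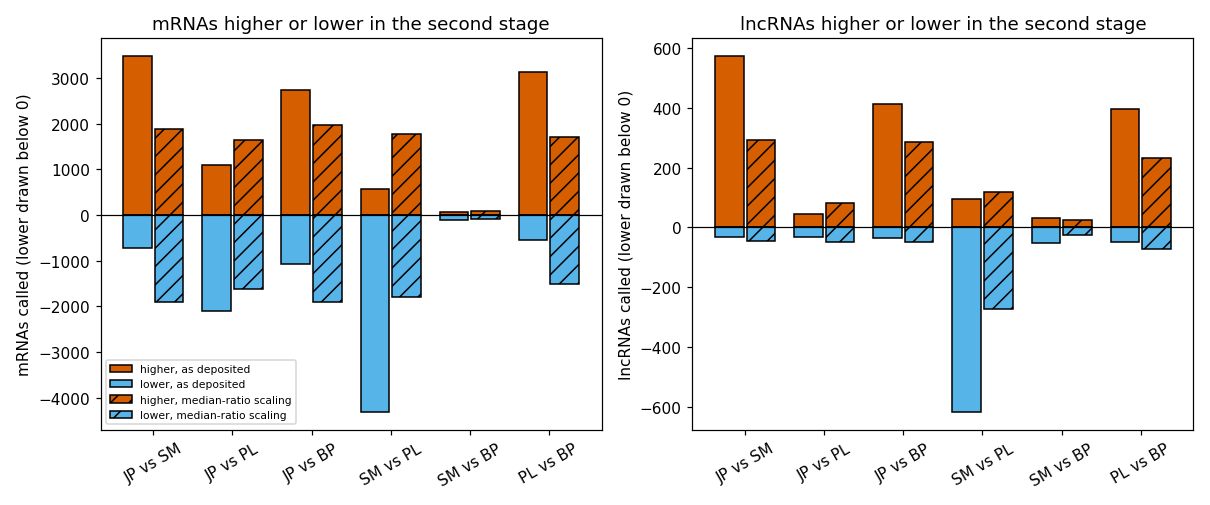
Numbers of mRNAs (left) and lncRNAs (right) called higher (above 0) or lower (below 0) in the second stage of each comparison, with FPKM as deposited (plain bars) and after median-ratio scaling (hatched bars). Between SM and PL the mRNAs were 573 higher and 4311 lower as deposited, and 1774 higher and 1784 lower after scaling.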

A greater number of DEGs were obtained from JP versus SM, followed by JP versus BP and SM versus PL, whereas most DE lncRNAs were detected at SM versus PL, followed by JP versus SM and JP versus BP (Supplementary Tables S7, S8). The results of functional enrichment showed that most of these DEGs were enriched in metabolic processes, hormone stimulus, and developmental processes, such as fatty acid metabolic process (GO:0006631), oxidoreductase activity (GO:0016491), regulation of hormone levels (GO:0010817), and reproductive structure development (GO:0048608) (Supplementary Table S9).

Subsequently, we analyzed the common DEGs and DE lncRNAs for the four developmental stages of chicken liver. The Venn diagram showed that only three genes were differentially expressed in all four developmental stages, and no common DE lncRNAs were identified in these stages (Figures 3A,B). 

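In the limma fit, 6 mRNAs and 1 lncRNA were called in all 6 comparisons. In simulated livers without any change, 0 mRNAs and 0 lncRNAs were called in all 6. Such livers hardly give any calls, so this does not tell how many transcripts with a true change in some comparisons pass the threshold in the others by chance. The lncRNA, TCONS_00159592, was named after its values were seen. It was 0.08 ± 0.03 (SD, n = 3 livers) at JP, 2.30 ± 0.54 at SM, 1.36 ± 0.11 at PL and 3.47 ± 0.39 at BP on the log2(FPKM + 1) scale, and its largest adjusted p from limma was 0.0428. It was no longer called in all 6 comparisons in 11 of the 12 fits that each left out a liver. For mRNAs these fits gave between 1 and 11. Of the 6 mRNAs, 1 rose at each step from JP to PL and was lower at BP. Genes named in the paper were not analysed here by name, since the files list Ensembl transcripts without symbols.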

The three common DEGs were vitellogenin 2 (*VTG2*), riboflavin binding protein (*RBP*), and a novel gene (ENSEMBL_Id: ENSGALG00000034504). Interestingly, we found that all three protein-coding genes had the same pattern of expression; that is, expression increased during the first three developmental stages, peaked at the PL stage, and then declined at the BP stage (Figure 3C), indicating that these genes contributed to lipoprotein synthesis and egg yolk formation for meeting demand for egg production at the PL stage.

**FIGURE 3:**
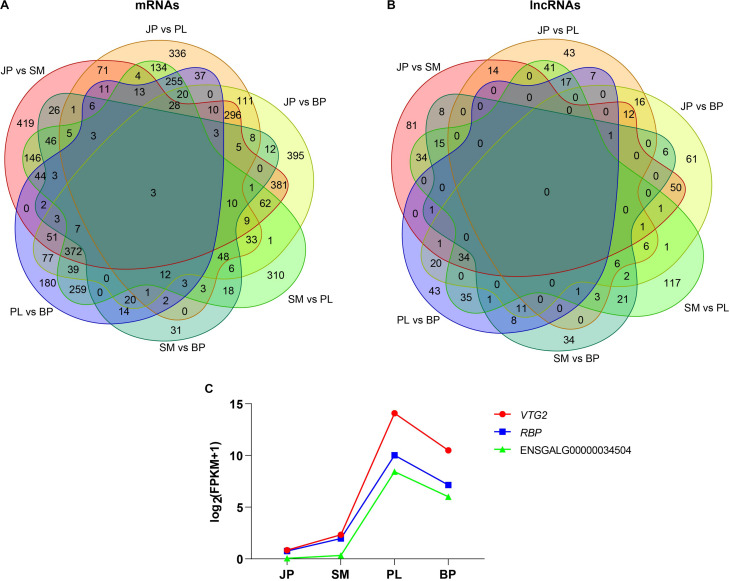
Differentially expressed mRNAs and lncRNAs. The Venn diagrams of common differentially expressed mRNAs **(A)** and lncRNAs **(B)** in four developmental stages. **(C)** Dynamic expression profiles of *VTG2*, *RBP*, and a novel gene (ENSGALG00000034504).

### Time-Series and Co-expression Network Analysis of mRNAs and lncRNAs

To further investigate the global expression pattern of mRNAs and lncRNAs during four hepatic developmental stages in chicken, we conducted a time-series analysis using STEM. 

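Supplementary Table S11, as held here, lists 998 lncRNAs in 8 profiles, and the paper's total is 994. All 998 are in the deposited table. The lists were made by the study on these livers, so the values describe the profiles and are not independent evidence for them. On the log2(FPKM + 1) scale, the 506 lncRNAs of profile 42 had means of 0.89 at JP, 1.77 at SM, 0.84 at PL and 1.50 at BP, and 440 of them were highest at SM. Profile 28 holds 134 lncRNAs with means of 0.60, 1.63, 0.55 and 2.12, of which 122 were highest at BP. In profile 29, with 81 lncRNAs, the means were 0.16, 0.20, 1.49 and 0.23, and 79 were highest at PL. The 42 lncRNAs of profile 46 had means of 2.12, 1.39, 1.27 and 1.47, with 41 highest at JP. Of the 45 lncRNAs of profile 41, 19 rose at every step. Profile 38, with 53 lncRNAs, had 13 highest at JP, 19 at SM, 4 at PL and 17 at BP. The list of mRNAs in Supplementary Table S10 was not analysed here.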

A total of 11,749 mRNAs and 994 lncRNAs were partitioned into 6 and 5 module profiles, respectively, comprising 10 and 8 significantly enriched (Bonferroni-adjusted *P*-value ≤ 0.05) model profiles for mRNAs and lncRNAs, respectively (Figure 4A and Supplementary Tables S10, S11). In these model profiles, we found that mRNAs and lncRNAs existed in some model profiles with similar dynamic expression patterns, suggesting that their functions were highly correlated. Subsequently, we used the mRNAs in the yellow module (monotonic trajectory with increased expression pattern across time) to analyze the functional distribution. Interestingly, the genes in the yellow module were mainly enriched in sulfur compound metabolic process (GO:0006790), lipid biosynthetic process (GO:0008610), cellular response to hormone stimulus (GO:0032870), and glucose homeostasis (GO:0042593) (Supplementary Table S12). This finding was consistent with the biological function of chicken liver in different periods.

**FIGURE 4:**
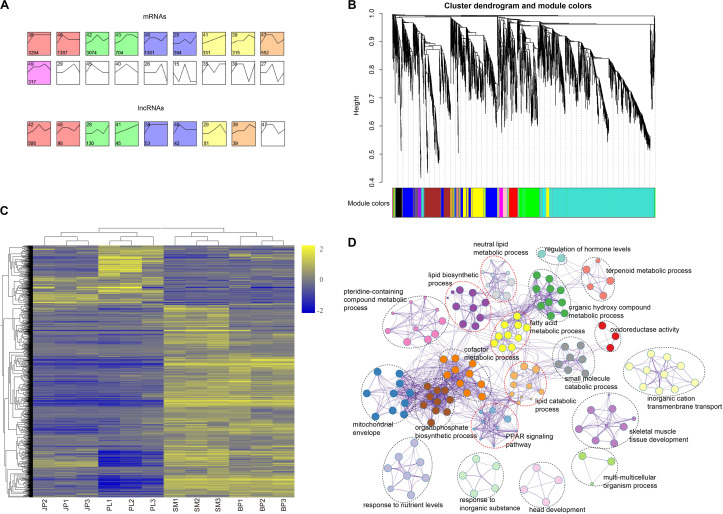
Time-series model and co-expression networks of lncRNAs and mRNAs. **(A)** Time-series modules of mRNAs and lncRNAs. The top panel shows mRNAs and the second panel shows lncRNAs. Numbers in the top left corner indicate module number. Numbers in the lower left corner indicate number of mRNAs or lncRNAs in each module. The same color was used to represent each cluster. **(B)** Co-expression network constructed by the WGCNA method. The top panel shows cluster dendrogram obtained by average linkage hierarchical clustering. The low panel shows co-expression modules of lncRNAs and mRNAs with different colors. **(C)** Heat map showing the mRNAs corresponding to the largest three co-expression network modules of lncRNAs. Values in heat map represent log2(FPKM + 1) of each mRNA in each sample minus the mean value of each mRNA across all samples. **(D)** Functional categories of the mRNAs corresponding to the largest three co-expression network modules of lncRNAs.

Due to the characteristics of lncRNA and the lack of annotation libraries, it remains difficult to predict the function of lncRNAs. Here, we explored functional relatedness between mRNAs and lncRNAs using co-expression analysis. We built the co-expression network based on a non-redundant list of DEGs and DE-lncRNAs by WGCNA. Ultimately, 14 co-expression modules of lncRNAs and mRNAs were identified (Figure 4B). To predict the function of the DE-lncRNAs, we only considered the top three modules of lncRNA and these overlapping genes (Figure 4C and Supplementary Table S13), which accounted for 63.22% of the total genes in the 14 modules. 

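The lncRNAs that Supplementary Table S13 lists for the 3 modules were followed in the deposited values, after each lncRNA was scaled to a mean of 0 and a standard deviation of 1 over the 12 livers. The 247 lncRNAs of the first module had a mean of 0.61 ± 0.08 (SD, n = 3 livers) at SM and 0.40 ± 0.06 at BP, against -0.55 ± 0.03 at JP and -0.46 ± 0.05 at PL, so that they follow the division of the library sets. Median-ratio scaling lowered the mean at SM to 0.53. The 132 lncRNAs of the second module were highest at PL, with 1.17 ± 0.86, where PL replicate 3 was lower than the other two PL livers. Without it the mean at PL was 1.64. The other stages lay between -0.48 and -0.28. The 105 lncRNAs of the third module had a mean of 1.26 ± 0.37 at SM and between -0.46 and -0.39 at the other stages. These modules were formed from the same livers. The copy of the table held here is cut short for the mRNAs of the first module, and the mRNAs were not analysed here.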

We submitted these genes to Metascape for functional enrichment and the result showed that the co-expression genes in the top three modules were mainly enriched in terms related to lipids (Figure 4D and Supplementary Table S14), such as lipid biosynthetic process (GO:0008610), neutral lipid metabolic process (GO:0006638), fatty acid metabolic process (GO:0006631), and lipid catabolic process (GO:0016042). The KEGG analysis of the peroxisome proliferator-activated receptor (PPAR) signaling pathway (hsa03320) was also closely related to intracellular synthesis of lipid. These results indicated that most of the DE-lncRNAs may be involved in lipid synthesis and metabolism in the liver of chicken.

### Quantitative Real-Time PCR Validation of Gene Expression

We selected five DEGs (*VTG2*, *ApoVLDL2*, *APOB*, *FGB*, and *FASN*) and five DE-lncRNAs (TCONS_00220501, TCONS_00179354, TCONS_00083873, TCONS_00155619, and TCONS_00037924) for validation by qPCR (Figure 5). The relative expression of the five DEGs and five DE lncRNA of each sample by qPCR was compared with the transformed log2(FPKM + 1) values of RNA-seq. All genes except *FGB* showed the same expression pattern in both qPCR and RNA-seq, having the highest expression level at the PL stage. 

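The RNA-seq values of the 5 lncRNAs were taken from the deposited table on the log2(FPKM + 1) scale (n = 3 livers at each stage). TCONS_00179354 was 0.02 ± 0.02 (SD) at JP, 0.12 ± 0.11 at SM, 2.94 ± 1.01 at PL and 1.27 ± 0.11 at BP. It was higher at PL than at JP by 2.92 (standard error 0.36, adjusted p = 0.00195 from limma) and than at SM by 2.82 (adjusted p = 0.000614), and fell by 1.67 from PL to BP (adjusted p = 0.0139). TCONS_00083873 was 0.19 ± 0.17 at JP, 0.73 ± 0.29 at SM, 2.40 ± 1.04 at PL and 0.84 ± 0.49 at BP. It rose by 2.21 from JP to PL (standard error 0.42, adjusted p = 0.0252), but the call was lost in 5 of the 6 fits that each left out a liver of these stages. TCONS_00155619 was 0.12 ± 0.12, 0.31 ± 0.33, 2.31 ± 0.47 and 1.77 ± 0.35 at JP, SM, PL and BP. Its difference between JP and PL of 2.19 was called (standard error 0.26, adjusted p = 0.0016), and that between PL and BP was not, with -0.53 (standard error 0.26, adjusted p = 0.198). TCONS_00220501 was listed at 0 in all 3 SM livers, in JP replicate 3 and in BP replicates 2 and 3. It was 4.43, 4.76 and 4.94 in the PL livers, 4.24 and 4.56 in JP replicates 1 and 2, and 5.74 in BP replicate 1. Its difference between JP and PL was not called (1.78, standard error 1.43, adjusted p = 0.684 from limma). That between SM and PL was called (4.71, standard error 1.43, adjusted p = 0.0383 from limma). This call was lost in all 6 fits that each left out a liver of these stages. TCONS_00037924 had its highest mean at JP, 5.31 ± 0.85, and its lowest at PL, 2.15 ± 0.97, with 2.97 ± 0.07 at SM and 3.53 ± 0.17 at BP. It fell by 3.15 from JP to PL (standard error 0.48, adjusted p = 0.00798). When only the 6 livers of the 2 stages were fitted, none of the differences between JP and PL was called any more, with adjusted p from limma of 0.119 for TCONS_00179354, 0.179 for TCONS_00083873, 0.0787 for TCONS_00155619 and 0.148 for TCONS_00037924, and the calls of TCONS_00179354 and TCONS_00083873 between PL and BP were lost too. With median-ratio scaling TCONS_00155619 was called between PL and BP (adjusted p = 0.046 from limma). The qPCR values and the 5 protein-coding genes were not analysed here.

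**Figure D4:**
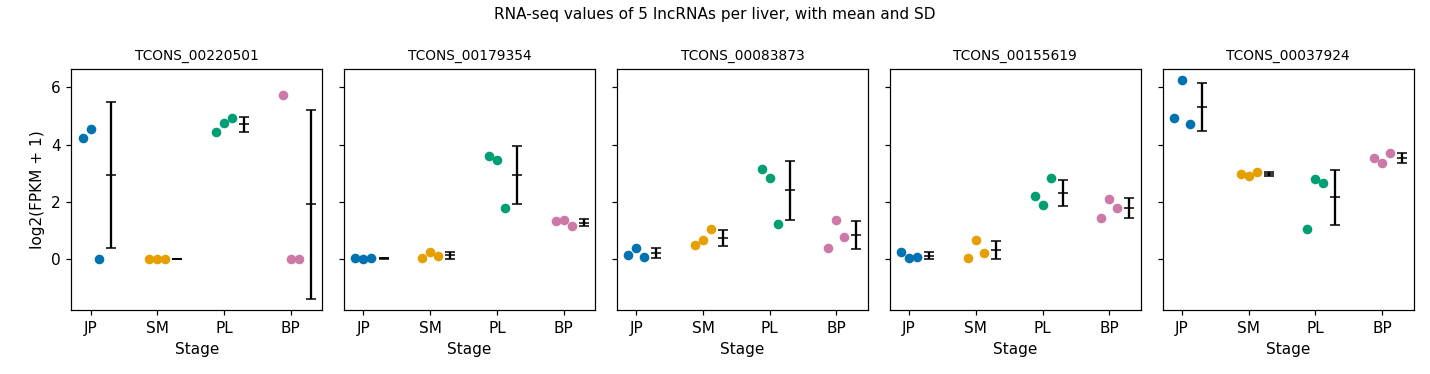
Values on the log2(FPKM + 1) scale of the 5 lncRNAs in each liver (points, 3 for each stage), with the mean and SD of the stage beside them. TCONS_00220501 is at 0 in some livers of JP and BP and above 4 in others, and TCONS_00037924 is highest at JP.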

The altered expression pattern of DEGs and DE-lncRNAs at most stages were also consistent with the RNA-seq data. These results illustrated the reliability of our RNA-seq data and confirmed the accuracy of the identified transcripts.

**FIGURE 5:**
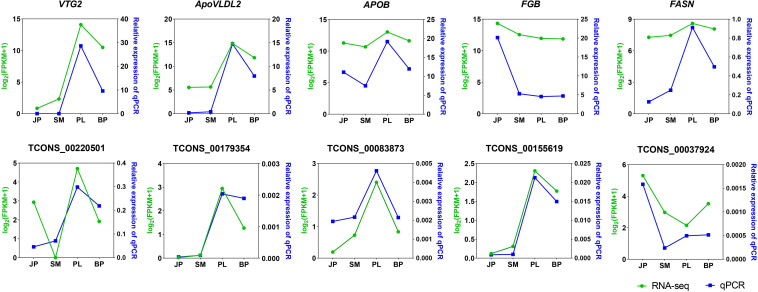
Validation of five expressed DEGs and DE lncRNAs by qPCR. The *x*-axis represents the four developmental stages. The *y*-axis indicates the relative expression of each gene; green lines are log2(FPKM + 1) values of RNA-seq and the blue lines show relative expression by qPCR.

## Discussion

It is well established that the liver is the major organ of lipid biosynthesis in the chicken (Leveille et al., 1968; O’Hea and Leveille, 1968, 1969). In laying hens, the liver synthesizes a series of lipoproteins and most of the additional minor yolk precursors. This biological process represents a complex and highly orchestrated program of gene expression and regulation of various regulatory molecules, such as microRNAs (miRNAs) and lncRNAs. Although the mRNA and miRNA transcriptome in chicken liver has been partially explored in previous studies (Wang et al., 2014; Li et al., 2015, 2016), a systematic evaluation of the lncRNA repertoire across chicken liver developmental stages is lacking. To further investigate change in the transcriptome expression profile in different developmental stages, we performed RNA-seq and identified lncRNAs and mRNAs at days 60, 133, 220, and 400, representing four developmental stages of the chicken. In total, we obtained 192.31 Gb of clean data from 12 libraries and identified 16,930 lncRNAs and 18,260 mRNAs. We found that lncRNAs had several specific genomic characteristics compared with mRNAs (shorter sequences, fewer exons, lower expression level, and more temporal specificity) consistent with results in other studies (Derrien et al., 2012b; Peng et al., 2014; Muret et al., 2017; Jin et al., 2018).

According to our results, lncRNAs and mRNAs were expressed in a stage-dependent manner of expression profiles. Spearman correlation and *t*-SNE showed that the SM stage is more closed to BP stage, which means lncRNA and mRNA had similar expression profiles at the two stages. Indeed, the capacity of hepatic lipogenesis weakens because of the absence of egg production in the SM and BP stages, which is in line with the lipogenic enzyme activities involved in this process (Pearce, 1971). We found that lncRNAs were expressed for shorter duration compared with mRNAs, suggesting that lncRNAs have more restricted temporal expression than mRNAs (Pauli et al., 2012).

Pairwise comparisons of lncRNAs and mRNAs were performed to identify DEGs and DE-lncRNAs. We found that most of these DEGs were enriched in various lipid metabolic and developmental processes, especially between JP and PL stage, which were consistent with a study of Li et al. (2015). In addition, only three genes, *VTG2*, *RBP*, and a novel gene (ENSEMBL_Id: ENSGALG00000034504), were found to be differentially expressed in all four stages. These three DEGs had similar expression profiles, reaching peak expression at the PL stage, indicating their important roles involved in chicken liver development and egg production. It is clear that *VTG2*, a marker gene in yolk precursor formation, has a vital role in follicle development and maturation (Schneider, 1996). The *VTG2* gene encodes vitellogenin, which is dependent on estrogen stimulation (Denslow et al., 1999; Li et al., 2014). In laying hens, three subtypes of VTG are identified in liver; the ratio of VTG I:II:III RNA is 4:10:1 (Evans et al., 1988). As a glycophospholipoprotein, VTG is synthesized in the liver and then deposited in the rapidly developing oocytes. It has a critical effect on reproduction performance by providing nutrients and functional substances for embryonic development (Richards, 1997). The protein encoded by *RBP*, which is stored in eggs, is also essential for maintaining growth and developing embryos. It binds riboflavin (vitamin B2) and is involved in its transport from the serum to the oocyte (White and Merrill, 1988). Changes in the expression levels of *VTG2* and *RBP* in our study were consistent with the biological functions of chicken liver in different periods. Surprisingly, the two egg-expressed genes, *VTG2* and *RBP*, were lost in mammals during evolution (Tian et al., 2010). Unlike the oviparous vertebrates that depend on nutritional reserves, mammals have evolved placenta to nourish their embryos and mammary gland as milk resources for early offspring (Brawand et al., 2008; Tian et al., 2010). In addition, we identified a novel protein-coding gene that was differentially expressed in liver at all four developmental stages, indicating that it may participate in lipid metabolism in chicken liver.

Time-series analysis suggested that both lncRNAs and mRNAs were dynamically expressed in liver during four developmental stages and have similar expression patterns. Genes in the yellow module with upregulated expression, such as *ACACA* (Cronan and Waldrop, 2002), *CYP3A4* (Wang et al., 2008), and *INSIG1* (Gong et al., 2006), were involved in metabolic activity and lipid homeostasis. At the PL stage, the liver is an important organ for the synthesis of egg yolk substances, and many genes related to lipid metabolism and synthesis of important yolk proteins are highly expressed to meet the demand for egg production. Besides, we found that some genes maintained a high expression level at the BP stage in the yellow module, such as *PRLR*, which was enriched in hormone stimulus-related process. The *PRLR* gene, which encodes prolactin receptor and modulates prolactin activity in an endocrine and autocrine manner, is generally accepted as a candidate gene for the onset and maintenance of broodiness in birds (Wilkanowska et al., 2014). Studies also have illustrated that this gene polymorphisms are associated with egg production, body weight at hatch, and age at sexual maturity (Rashidi et al., 2012; Zhang et al., 2012). The function of these genes can explain the changes in expression levels during corresponding stages. To determine the potential function of lncRNAs, we constructed co-expression networks between DE-lncRNAs and DEGs using WGCNA. The co-expression networks can be applied to associate lncRNAs with functionally annotated mRNAs (van Dam et al., 2017). Transcripts with similar expression patterns are often biologically related and can therefore be divided into the same module by WGCNA. Our results showed that five clusters of GO and KEGG terms, including lipid biosynthetic process, neutral lipid metabolic process, fatty acid metabolic process, lipid catabolic process, and PPAR signaling pathway were enriched in the co-expressed genes. For example, *APOA1* encodes key components modulating lipid metabolism (Sorci-Thomas et al., 1989). Apolipoprotein A1 is the major protein of high-density lipoprotein (HDL), and it functions to regulate the reverse cholesterol transport (Segrest et al., 2000). The *SCD* gene encodes stearoyl CoA desaturase-1, which is located in endoplasmic reticulum membrane and transforms different saturated fatty acids into monounsaturated fatty acids (Ntambi and Miyazaki, 2004). These co-expressed genes play crucial roles in lipid biosynthesis and metabolism, suggesting the biological function of DE-lncRNAs by regulating hepatic lipogenesis and liver development in chicken.

## Conclusion

In summary, we profiled a systematic lncRNA repertoire in liver across different developmental stages of the chicken. Our results indicated the potential roles of lncRNA in liver development based on co-expression network, but further research is need for function validation. Our study provides a high-quality resource for future transcriptomic studies and improves the comparative understanding of molecular mechanisms of liver development in chickens.

## Data Availability Statement

The datasets generated for this study can be found in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with accession number GSE138152.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Sichuan Agricultural University.

## Author Contributions

CN, YY, QZ, MY, and DL designed the study and drafted the manuscript. CN, PZ, ZX, XF, BZ, and DY carried out the feeding trial and collected the liver tissue samples. TM, SH, XZ, YW, HY, and YH extracted the liver tissue RNA and contributed to the data analysis. QN, YL, and MZ contributed to the qPCR validation. HX, QZ, and DL reviewed and improved this manuscript. All authors contributed to the manuscript and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Long Non-coding RNA and mRNA Profile of Liver Tissue During Four Developmental Stages in the Chicken
**Source:** Front Genet. 2020 Jun 16;11:574. doi: 10.3389/fgene.2020.00574
**Supplement:** FIGURE S1 — Identification pipeline of lncRNAs.

# Supplementary Figures and Tables

## Supplementary Figures

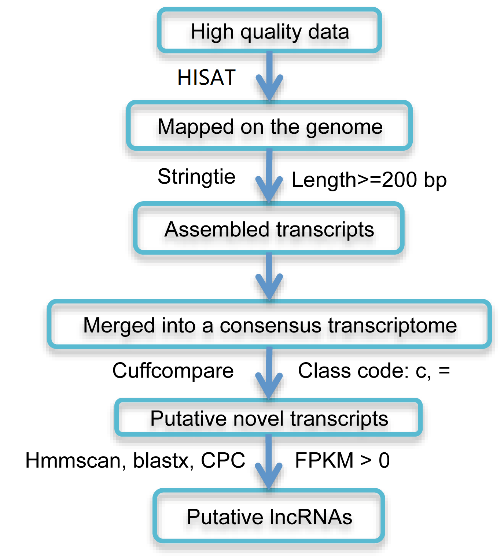

**Figure S1**. Identification pipeline of lncRNAs.

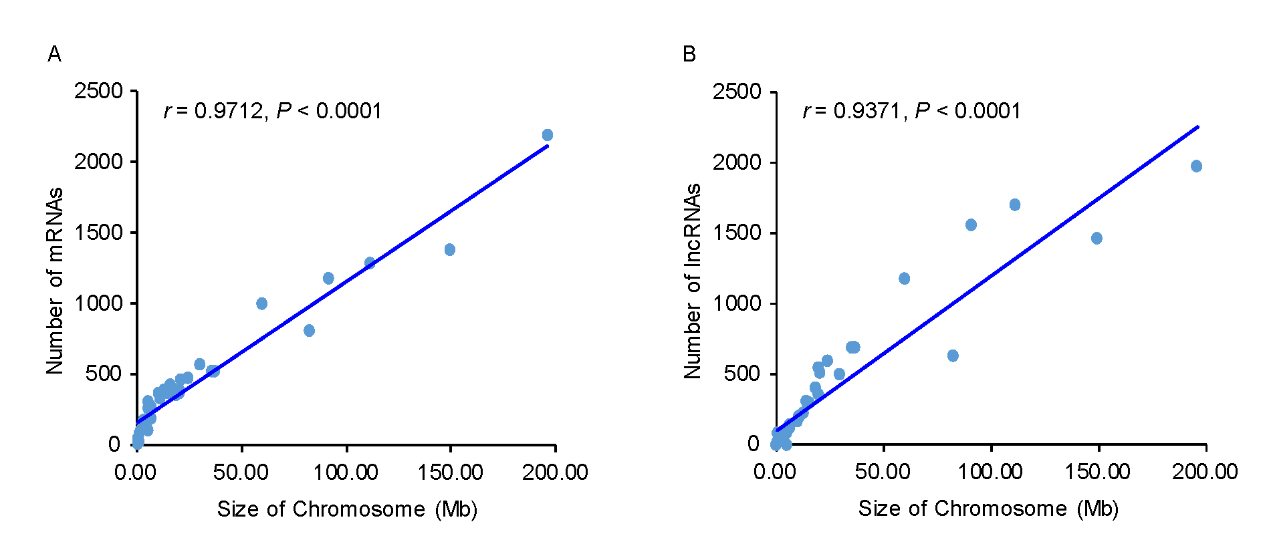

**Figure S2**. Correlation between size of chromosome and number of identified transcripts: (A) mRNA and (B) lncRNAs.

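The correlation was recomputed from the numbers of transcripts and the chromosome sizes in Supplementary Table S5, over 36 chromosomes. The deposited tables give no positions. The table adds up to 15893 mRNAs and 14959 lncRNAs, and the paper's text gives 15983 mRNAs. For mRNAs Pearson's r was 0.971 and Spearman's rho 0.979, and for lncRNAs 0.937 and 0.976 (permutation test with 100000 resamples, two-sided, p = 1e-05 in each of the 4 cases, the smallest they can give, and the same after Benjamini-Hochberg adjustment). Without the 2 chromosomes farthest from the median size, r was 0.950 for mRNAs and 0.942 for lncRNAs. Without chromosomes 1 to 5 and Z it was 0.894 and 0.971 over 30 chromosomes.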

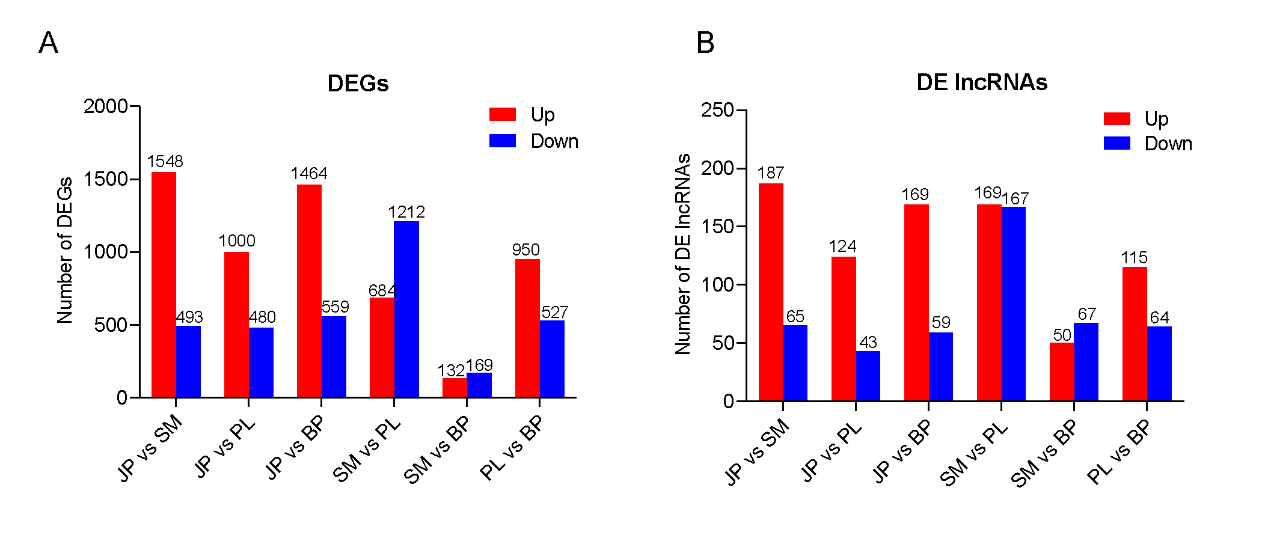

**Figure S3**. The number of differentially expressed genes (DEGs, A) and lncRNAs (DE lncRNAs, B) identified by pairwise comparison.

## Supplementary Tables

**Table S1.** Primer sequences of selected transcripts for qPCR.

**Table S2.** Data summary of samples for RNA sequencing.

**Table S3.** Identified lncRNAs in chicken liver.

**Table S4.** Identified mRNAs in chicken liver.

**Table S5.** Number of mRNAs and lncRNAs distributed on chromosome identified in chicken liver.

**Table S6.** Functional categories of genes overlapping with exonic and intronic lncRNAs.

**Table S7.** Differentially expressed mRNAs in pairwise stages.

**Table S8.** Differentially expressed lncRNAs in pairwise stages.

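The lncRNAs in Supplementary Table S8 were looked up in the limma results of the deposited FPKM. All of those listed for each comparison are in the deposited table. Of the 252 that the paper lists between JP and SM, 252 changed in the listed direction, 201 passed the FPKM filter and 77 were called. The corresponding numbers were 167 of 167, 126 and 26 between JP and PL, 227 of 228, 194 and 73 between JP and BP, 336 of 336, 255 and 126 between SM and PL, 116 of 117, 90 and 28 between SM and BP, and 179 of 179, 146 and 70 between PL and BP. Both lists come from the same livers, so a shared direction is not independent evidence. The paper lists 74.2% of its lncRNAs as higher at SM than at JP and 50.3% as higher at PL than at SM.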

**Table S9.** Functional categories of differentially expressed mRNAs in pairwise stages.

**Table S10.** List of mRNAs in different module profiles of STEM.

**Table S11.** List of lncRNAs in different module profiles of STEM.

**Table S12.** Functional enrichment of genes in yellow module.

**Table S13.** List of top 3 modules of lncRNAs and related mRNAs.

**Table S14.** Functional categories of genes in co-expression network.

# Supplementary material for: Long Non-coding RNA and mRNA Profile of Liver Tissue During Four Developmental Stages in the Chicken
**Source:** Front Genet. 2020 Jun 16;11:574. doi: 10.3389/fgene.2020.00574
**Supplement:** Supplementary file 2

**Table S2.** Data summary of samples for RNA sequencing

| **Sample description (age)** | **Sex** | **Sample ID** | **Raw reads number** | **Clean reads number** | **Clean reads radio (%)** | **Raw data (Gb)** | **Clean data (Gb)** | **Clean Q30 bases ratio (%)** | **Mapped ratio (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Juvenile period (day 60) | Female | JP1 | 124,798,700 | 122,440,650 | 98.11 | 18.72 | 18.37 | 93.75 | 96.26 |
|  |  | JP2 | 132,577,412 | 129,311,850 | 97.54 | 19.89 | 19.40 | 93.25 | 95.43 |
|  |  | JP3 | 119,549,780 | 117,250,830 | 98.08 | 17.93 | 17.59 | 94.07 | 96.14 |
| Sexual maturity period (day 133) | Female | SM1 | 114,842,974 | 113,965,610 | 99.24 | 17.23 | 17.09 | 93.61 | 92.98 |
|  |  | SM2 | 102,220,456 | 101,444,286 | 99.24 | 15.33 | 15.22 | 93.50 | 92.64 |
|  |  | SM3 | 102,860,116 | 101,980,584 | 99.14 | 15.43 | 15.30 | 93.62 | 92.37 |
| Peak laying period (day 220) | Female | PL1 | 99,972,696 | 97,615,786 | 97.64 | 15.00 | 14.64 | 94.36 | 96.06 |
|  |  | PL2 | 116,546,254 | 114,085,474 | 97.89 | 17.48 | 17.11 | 94.71 | 95.69 |
|  |  | PL3 | 89,332,446 | 87,347,872 | 97.78 | 13.40 | 13.10 | 94.50 | 95.44 |
| Broodiness period（day 400） | Female | BP1 | 102,497,958 | 101,696,546 | 99.22 | 15.38 | 15.25 | 93.84 | 92.20 |
|  |  | BP2 | 94,653,538 | 93,114,962 | 98.37 | 14.20 | 13.97 | 94.00 | 92.36 |
|  |  | BP3 | 103,569,354 | 101,810,298 | 98.30 | 15.54 | 15.27 | 93.99 | 92.60 |

How the deposited data were processed for this re-analysis (not part of the article)

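RNA of liver tissue from 12 female Luhua chickens, 3 at each of the stages JP (day 60), SM (day 133), PL (day 220) and BP (day 400), was sequenced by the authors in 12 strand-specific libraries. The authors removed adaptors, reads of low quality and ribosomal reads, mapped the rest to the chicken genome with HISAT2, assembled transcripts with StringTie and deposited FPKM values made by StringTie, 1 table for mRNAs and 1 for lncRNAs. The mRNA table holds 18260 transcripts with an FPKM above 0.1 in at least 1 liver, and the lncRNA table 16930 transcripts with an FPKM above 0. Replicates were not pooled. All value columns could be matched to a liver by name (0 columns were left out).

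From these values, differential expression was computed in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1). All 12 livers entered 1 linear model with a mean for each of the 4 stages and 8 residual degrees of freedom, followed by empirical Bayes moderation with a trend of the variance on the mean. mRNAs and lncRNAs were fitted apart, on transcripts with FPKM above 0.1 in at least 3 livers (16703 mRNAs and 6254 lncRNAs). The p-values were adjusted by Benjamini and Hochberg's method within each of the 6 comparisons, and transcripts with an adjusted p under 0.05 and a fold change of at least 1.5 were called. A log2 fold change is the second stage minus the first on the log2(FPKM + 1) scale and understates changes of low transcripts. The authors used edgeR on read counts, and no count model was applied here because the values are FPKM. In some fits limma met transcripts with no variance within stages, which it raised slightly above 0 by limma.

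Correlations, entropy, regroupings and figures were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Spearman's rho between livers was taken over all transcripts of a table, and the stage grouping was tested against all partitions of the livers into 4 groups of 3. Shannon entropy was computed from stage means of FPKM. mRNAs and lncRNAs were matched on mean FPKM to within 0.1 on the log2 scale, which found a match for 12261 lncRNAs among 4853 different mRNAs. The correlation with chromosome size used the numbers in Supplementary Table S5 and 100000 resamples.

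The depth of a library is known from Supplementary Table S2 (87347872 to 129311850 clean reads). FPKM values carry no counting error of their own, so no interval or limit of detection is given. Low values of a transcript in different livers repeat the same ratios, those of 1 fragment in each, and these ratios gave the total that each library was divided by, relative to JP replicate 1. They closed over 89.1% of the 220 triples of livers. This total was lower than the mapped reads of Supplementary Table S2 would give by 0.22 to 0.33 on the log2 scale in the SM and BP livers (differences of -0.33 to -0.22) and lay between -0.07 and 0.03 of it in the JP and PL livers.

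The limma fit and the partition test were also run on simulated livers. With 200 of 16703 mRNAs changed, limma recovered 57% of those changed 2-fold and 95% of those changed 4-fold, with 7 false calls among 159. With 200 of 6254 lncRNAs changed, it recovered 47% and 85%, with 3 false calls among 135. The changed transcripts were drawn from those with a mean above 1 on the log2(FPKM + 1) scale. They were raised at SM only, on that scale. The median of the tested lncRNAs in a liver averaged 0.22, so the recovery does not stand for low lncRNAs. Without change, at most 1 mRNA and 0 lncRNAs were called in a comparison. The partition test gave p = 6.49e-05 (exact permutation test) for 3000 simulated transcripts of which 200 differed between stages, and p = 0.789 (exact permutation test) without a difference.

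Alternatives chosen before the data were examined were an added value of 0.1 in place of 1, the filter of the study and a stricter filter of FPKM above 1 in at least 3 livers, median-ratio scaling, moderation without the trend, fits of the 6 livers of 2 stages, the replicate number as a block and fits without each liver. For entropy and correlations, matching on expression and Pearson's r were also used. A match of entropy after the filter was added after the data had been seen. Transcripts named in the text were to be those the paper names and, in each comparison, up to 2 mRNAs and 1 lncRNA with the largest rise and fall among called transcripts whose stages do not overlap. From the mRNAs that met this rule, 4 were picked for printing after their values were seen, because the files do not pair transcripts with gene names.

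Protein-coding genes that the paper names, lists of marker genes for erythrocytes, leukocytes and fibroblasts, the mRNA profiles of Supplementary Table S10, classes of lncRNAs, transcript lengths and the qPCR values were not analysed here. The reference names of chicken genes held here carry no Ensembl identifiers, so that 0 of the 18260 mRNAs could be given a symbol. Copies of some supplementary tables were cut short, and no overlap was tested on them.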

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

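All tests in this part were chosen after the result was seen.

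The values of 18 mRNAs were higher in every SM and BP liver than in every JP and PL liver by more than 3 on the log2(FPKM + 1) scale, and 1 mRNA was lower by more than 3, which makes 19 mRNAs. Among lncRNAs 2 were higher and 0 lower. Whether the paper discusses the genes of these mRNAs was not checked, because the files do not pair the transcripts with genes. They were singled out because stages that are not neighbours in time share them. ENSGALT00000042470 had a mean of 1.83 ± 0.59 at JP, 15.24 ± 0.10 at SM, 3.09 ± 0.77 at PL and 15.01 ± 0.14 at BP (SD, n = 3 livers), and took from 4.1% to 5.77% of the FPKM sum of mRNAs in the SM and BP livers. In the JP and PL livers it took at most 0.00255%. ENSGALT00000043486 had higher means still, 16.21 at SM and 16.82 at BP, against 9.46 at JP and 10.42 at PL. ENSGALT00000045308 had 15.58 and 16.25, against 9.23 and 9.90. Much of the excess in FPKM sums of mRNAs in SM and BP livers therefore lies in a few transcripts. The 10 highest mRNAs of a liver took 44.7% to 54.0% of the sum there, against 33.4% to 43.4% in JP and PL livers. The separated sums alone thus do not show a shift of all mRNAs. ENSGALT00000063504, the mRNA that was lower, had 10.97 ± 0.12 at JP, 0.15 ± 0.01 at SM, 11.43 ± 0.38 at PL and 0.15 ± 0.01 at BP. The 2 lncRNAs were TCONS_00074302, listed at 0 in all JP and PL livers and at 6.15 ± 0.61 at SM and 7.83 ± 0.24 at BP, and TCONS_00216801, listed at 0 in all JP and PL livers and at 3.78 ± 0.59 at SM and 3.91 ± 0.35 at BP. They were named after their values were seen.

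Depth and scaling were argued against by the tables, and chance was left open. Among all divisions of the 12 livers into 6 and 6, 1 of the 462 divisions, the real one, separated as many mRNAs (the next separated 7), and 1 of the 462 as many lncRNAs (the next 1). A division that splits a stage can hardly separate any transcript, because replicates of a stage are alike. Among divisions that keep stages whole, JP and SM against PL and BP separated 7 mRNAs, and JP and BP against SM and PL 0. Such divisions are too few to weigh chance, and that of SM and BP was picked after the values were seen. The most clean reads of a liver were 1.48 times the fewest. JP livers had more clean reads than SM and BP livers, and PL livers a lower median than both, while most of these transcripts were low in JP and PL alike. The largest median-ratio factor of a liver was 1.84 times the smallest. Both ratios are far from a gap of more than 3 on the log2 scale.

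A difference between library sets, such as another preparation of the libraries, and a difference in physiology between stages cannot be told apart here. The mapped ratio in Supplementary Table S2 parts the same livers, with a gap of 2.45 percentage points between the lowest JP or PL liver and the highest SM or BP liver, and no stage has livers on both sides. Reads shared between near-identical transcripts were also left open. Such sharing may move a value from a transcript to its copy, and 1 of the 19 mRNAs went in the opposite direction to the others, but no sequences were used here to find copies. Age does not order these stages, since JP and PL are days 60 and 220 and SM and BP are days 133 and 400. A biological difference between the stages was not tested apart from the library sets.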

How the results depend on the processing

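All alternatives but 1 were chosen before the data were examined. No transcript called with and without an alternative changed its direction. The larger side of a split did change in some comparisons of lncRNAs and, under median-ratio scaling, of mRNAs. Counts that stayed within 1.5 times are not listed, and the cause of a change was not tested unless it is given.

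With 0.1 in place of 1 before the logarithm, the called lncRNAs were 1293 between JP and SM (607 with 1), 239 between JP and PL (78), 986 between JP and BP (447), 1440 between SM and PL (713), 141 between SM and BP (84) and 939 between PL and BP (443), 2301 in all (1067), and 0 in all 6 comparisons (1). A smaller added value enlarges the fold changes of low transcripts by construction. With the filter of the study, which tests more transcripts, they were 30 between JP and PL, 279 between JP and BP, 52 between SM and BP and 273 between PL and BP, and 0 in all 6 comparisons. With the stricter filter, 42 were called between SM and BP, and those between JP and PL turned from 45 higher and 33 lower to 41 higher and 50 lower. Moderation without the trend moved no count past 1.5 times.

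Median-ratio scaling gave 336 lncRNAs between JP and SM, 131 between JP and PL, 390 between SM and PL, 50 between SM and BP and 0 in all 6 comparisons. It moved the median change of all mRNAs from 0.22 to 0.04 between JP and SM, from -0.29 to -0.02 between SM and PL and from 0.19 to 0.01 between PL and BP, and the share of called mRNAs that were higher from 82.9% to 49.8% between JP and SM, from 34.4% to 50.3% between JP and PL, from 72.01% to 51.01% between JP and BP, from 11.7% to 49.9% between SM and PL, from 39.7% to 55.8% between SM and BP and from 85.2% to 53.0% between PL and BP. Dividing by the median ratio centres the changes of all transcripts, so it brings these shares near to equal by construction, and which side is larger after it carries no weight. For lncRNAs the share moved by over 10 points between SM and PL (13.5% to 30.0%) and between PL and BP (89.2% to 76.6%). Of the mRNAs called with FPKM as deposited, 48.2% (SM versus PL) to 83.4% (JP versus PL) were also called after scaling, and 0 in the opposite direction. The mean of the first module at SM fell to 0.53.

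Fits of only the 6 livers of 2 stages, with fewer samples to estimate the spread, gave 1727 mRNAs between JP and PL (3197 with all livers), 90 between SM and BP (194) and 2 in all 6 comparisons (6). For lncRNAs they gave 3 between JP and PL, 8 between SM and BP (5 higher and 3 lower, against 33 and 51 with all livers), 210 between PL and BP and 0 in all 6 comparisons.

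With the replicate number as a block, 42 lncRNAs were called between JP and PL and 0 in all 6 comparisons, and 4 mRNAs in all 6. The block changed no other count by more than 1.5 times. The numbers do not pair the livers. Deviations of livers with the same number from their stage means had a mean correlation of -0.015 (from -0.11 to 0.07 over 18 pairs) for mRNAs and -6.57e-05 (from -0.06 to 0.09) for lncRNAs, so replicates share only a number.

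Leaving out each liver of the stages compared gave from 76 to 177 mRNAs between SM and BP (76 without SM replicate 3, 103 without SM replicate 1 and without SM replicate 2, 111 without BP replicate 2). Without PL replicate 3, which is in neither stage, 425 were called there. For lncRNAs the range was 42 to 143 between JP and PL (143 without PL replicate 3, and 42 to 51 without any other liver of these stages), 283 to 440 between JP and BP (283 without JP replicate 3, 292 without JP replicate 1), 54 to 96 between SM and BP (54 without SM replicate 3) and 243 to 496 between PL and BP (243 without PL replicate 1, 252 without PL replicate 2). In all 6 comparisons the range was 1 to 11 mRNAs, with 1 without SM replicate 1, 2 without BP replicate 3, 3 without SM replicate 3, BP replicate 2 or any JP liver, and 11 without PL replicate 3. It was 0 to 1 lncRNAs, with 1 only without BP replicate 2. Without PL replicate 3 the mRNA counts were 4140 between JP and PL, 6221 between SM and PL and 4696 between PL and BP. The mean of the first module ranged from 0.55 to 0.72 (0.72 without SM replicate 2).

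For the lncRNAs of the qPCR comparison, 4 calls were lost with the filter of the study and 7 with only the 6 livers of 2 stages, among them those of TCONS_00083873 in 3 comparisons and that of TCONS_00155619 and of TCONS_00037924 between JP and PL. With median-ratio scaling 1 was gained (TCONS_00155619 between PL and BP) and with the stricter filter 1 (TCONS_00037924 between PL and BP). TCONS_00220501 lost its call between SM and PL in all 6 fits that left out a liver, and gained one between PL and BP without BP replicate 1, its liver of the highest value. TCONS_00083873 lost its calls in 5 of 6 fits between JP and PL, in 4 of 6 between PL and BP and in 2 of 6 between SM and PL. TCONS_00179354 lost that between PL and BP without PL replicate 1 and without PL replicate 2. ENSGALT00000042470 and ENSGALT00000063504 between PL and BP, ENSGALT00000060226 and ENSGALT00000012356 between JP and PL, and TCONS_00074302 between JP and SM kept their calls under all alternatives, and their other calls were not followed.

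The excess of rho between SM and BP over the next pair of stages was 0.0559 for mRNAs and 0.0573 for lncRNAs with FPKM above 1 in at least 3 livers, and 0.0309 and 0.0812 with Pearson's r. The difference in rho between mRNAs and lncRNAs at consecutive stages was 0.463 with that filter, 0.221 with Pearson's r and 0.110 with mRNAs matched on mean FPKM. The difference in median entropy was 0.195 with FPKM above 0.1 in at least 3 livers, 0.135 with FPKM above 1, 0.0534 with mRNAs matched on mean FPKM and 0.0813 with a match after the filter, which was chosen after seeing the data. It ranged from 0.792 to 0.867 without a liver. The correlations with chromosome size kept their sign and size. The trajectory of the yellow module was not run, because its list holds gene identifiers and the deposited tables transcripts.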

Differences from the paper's values

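Alternatives here are those set before the data were examined. The paper counts 4405 unique differentially expressed mRNAs against 8048 here, and none of the alternatives closed the gap. Counts here are of Ensembl transcripts, while the paper names its common mRNAs by gene. Whether the paper's counts are of genes or of transcripts was not checked. The gaps for mRNAs, here and below, may therefore compare different units. For mRNAs in single comparisons, the paper's Supplementary Table S7 lists 1480 between JP and PL against 3197 here, which fell to 1727, within 1.5 times of the paper's number, when only the 6 livers of the 2 stages were fitted, and under no other alternative. The paper lists 1896 between SM and PL against 4884 here, and 1477 between PL and BP against 3675 here, and none of the alternatives closed these gaps. Between SM and BP the paper lists 301 and 194 were called here. None of the alternatives that left out a liver of these stages closed this gap, nor did the other alternatives, but without PL replicate 3, a liver of neither stage, 425 were called, and without PL replicate 1, 210. Supplementary Figure S3 shows about 2000 mRNAs between JP and SM and about 2000 between JP and BP, read by eye, against 4213 and 3812 here. No alternative closed the gap between JP and SM. Between JP and BP the fit without JP replicate 3 gave 3002, at the edge of the limit of 1.5 times. A number read by eye cannot settle whether that closes the gap.

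For lncRNAs, the paper's Supplementary Table S8 lists 252 between JP and SM against 607 here, and median-ratio scaling gave 336, the only alternative within 1.5 times. Between JP and PL the paper lists 167 against 78 here. The value was 239 with 0.1 in place of 1 before the logarithm, 131 with median-ratio scaling and 143 without PL replicate 3, and the other alternatives did not close the gap. Between JP and BP the paper lists 228 against 447 here. The filter of the study gave 279, median-ratio scaling 333, the fit of only the 6 livers 309, and the fits without JP replicate 1, 2 and 3 gave 292, 315 and 283, while the others did not close the gap. Between SM and PL the paper lists 336 against 713 here, with 390 under median-ratio scaling and 491 without PL replicate 1, and no other alternative within 1.5 times. Between PL and BP the paper lists 179 against 443 here. The fit of only the 6 livers gave 210, and the fits without PL replicate 1 and 2 gave 243 and 252, and no other alternative closed the gap.

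The Venn diagrams of the paper show about 3 mRNAs (Fig. 3A, read by eye) and about 0 lncRNAs (Fig. 3B, read by eye) in all comparisons, against 6 and 1 here. For mRNAs, the fit of only the 6 livers gave 2, the replicate block 4, and leaving out a liver gave 3 without JP replicate 1, 2 or 3, SM replicate 3 or BP replicate 2, 4 without SM replicate 2 or PL replicate 1, and 2 without BP replicate 3, and the other alternatives stayed above 1.5 times or below. For lncRNAs the number was 0 with 0.1 before the logarithm, the filter of the study, median-ratio scaling, the fit of only the 6 livers, the replicate block, and every fit without a liver except that without BP replicate 2. It remained 1 with the stricter filter and without the trend.

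The paper ranks JP versus SM first in number of differentially expressed mRNAs, then JP versus BP and SM versus PL. Here SM versus PL had the most (4884), then JP versus SM (4213) and JP versus BP (3812), and with median-ratio scaling JP versus BP had the most (3874). The fit without PL replicate 1 gave the paper's order, with 4314 between JP and SM, 3944 between JP and BP and 3754 between SM and PL. JP versus SM also came first with only the 6 livers of the 2 stages (4527 against 4351 between SM and PL) and without PL replicate 2 (4133 against 4102), and in no other alternative. The ranking of lncRNAs had the paper's order, with SM versus PL first, but without PL replicate 1 and without PL replicate 2 JP versus SM came first (593 against 491, and 582 against 509). The third place of JP versus BP rested on 447 against 443 between PL and BP, and PL versus BP passed it with the stricter filter (406 against 397) and without JP replicate 1 (389 against 292), JP replicate 2 (388 against 315), JP replicate 3 (394 against 283), SM replicate 1 (440 against 433), SM replicate 2 (435 against 432), SM replicate 3 (464 against 451), PL replicate 3 (496 against 452) and BP replicate 1 (369 against 360). The paper's text places the highest level of all genes except FGB at PL, and does not say whether this includes the 5 lncRNAs tested by qPCR. Of these lncRNAs, TCONS_00037924 was highest at JP (5.31) and lowest at PL (2.15) in the deposited values. The common mRNAs of the paper all rise up to PL and then fall, which 1 of the 6 mRNAs called here in all comparisons did.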

Other observations

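Of the tests in this part, those of entropy by regrouping and by matching on mean FPKM and that of SM and BP among well-expressed transcripts were chosen before the result was seen, and all others after it. Some of the later tests read values from alternatives set before the data were examined. These are the filter of FPKM above 1, median-ratio scaling, and Pearson's r and the match for correlations.

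Regrouping the livers tests whether the numbers of calls depend on the stages. For each of the 6 comparisons of mRNAs and of lncRNAs, 1 of the 10 splits of the 6 livers into 3 and 3, the real one, gave as many calls, a number of splits that cannot give a share below 0.1. The largest number under another split was between 1 and 6 mRNAs and between 1 and 8 lncRNAs. Among 100 partitions of the 12 livers, 1 of the 100, the real one, gave as many unique mRNAs (8048, next 3519), 1 of the 100 as many unique lncRNAs (1067, next 362), 1 of the 100 as many mRNAs called in all 6 comparisons (6, next 0) and 1 of the 100 as many lncRNAs (1, next 0). The other partitions mix stages, which raises the spread within groups, and none gave a call in all 6 comparisons. The counts in all 6 comparisons therefore do not tell how many transcripts pass by chance.

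SM and BP livers were the most alike of all stages, although they lie apart in age (days 133 and 400). Detection of low transcripts was argued against, since the excess of rho between SM and BP over the next pair was 0.0559 among mRNAs with FPKM above 1 in at least 3 livers. The paper puts the likeness down to the absence of egg production at both stages. If JP livers, which do not lay either, were nearer to BP than to PL, this would be consistent with that reading, but the mean rho of JP and BP livers was lower than that of JP and PL livers, by -0.00724 (0.924 against 0.931, with an SD of 0.00647 over liver pairs). JP and SM livers, also across the library sets, had a mean rho of 0.932, which differed from that of JP and PL livers by less than this spread. Because JP and PL livers share an inferred library set and SM and BP lie in the other, these values are confounded too. The gap of 2.45 percentage points in mapped ratio between the sets leaves open that part of the likeness is technical, and the explanations cannot be told apart in this design.

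Most calls between the library sets were higher in SM and BP. When FPKM was put on the reads mapped in Supplementary Table S2, with the totals read from the values of 1 fragment, the median change of mRNAs from JP to SM went from 0.22 to 0.0764, from JP to BP from 0.14 to 0.032, from SM to PL from -0.29 to -0.141 and from PL to BP from 0.19 to 0.0823. The total used for FPKM may thus account for part of the shift. The limits were a change within 0.05 of 0 for scaling as the whole cause and one beyond 0.1 against it. JP versus BP met the first and SM versus PL the second, and the other 2 lay between. No value cleared its limit by more than the spread between liver pairs (SD of 0.0499 for JP versus BP and 0.108 for SM versus PL, 9 pairs each), so this stays open for mRNAs. For lncRNAs scaling was argued against as the whole cause. After the median-ratio scaling, whose factors come from mRNAs and leave 49.8% to 53.0% of the called mRNAs higher in SM or BP, the share of called lncRNAs higher in SM or BP was still 86.61% between JP and SM, 85.29% between JP and BP, 70.0% between SM and PL and 76.64% between PL and BP, and without each liver of the 2 stages it stayed at 59.22% or above. A difference between library sets or between stages stays open for them.

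The lower entropy of lncRNAs was tested against detection and expression level. Random regroupings of the livers kept 75.6% of the difference, under the 80% set as the limit for sparse detection as its cause and above the 20% set against it. In the match on mean FPKM 6.96% of the difference was kept. That would have counted for expression level by the limit of 20% set beforehand, but the mRNA table holds only mRNAs above 0.1 in at least 1 liver, so low mRNAs are uneven by its construction. It has 2394 mRNAs with a mean under 0.1 against 11998 lncRNAs. A match after the same filter on both, chosen after this was noticed, kept 41.6% of the difference among filtered transcripts (0.0813 of 0.195). Of the full difference of 0.767, the filter alone kept 25.5%, and the filter with this match kept 10.6%. The latter is under the limit of 20%, but part of that drop comes from the filter and not from the match. Expression level may explain a large part of the difference and is not shown to explain all of it. For correlations between consecutive stages, replicates of a single stage showed 88.1% of the difference between mRNAs and lncRNAs, above the 80% set for sparse detection as its cause. But the difference grew to 0.463 among transcripts with FPKM above 1 in at least 3 livers, where sparse detection has less room. A weak correlation within a stage can also come from variation between hens. Over all transcripts the difference was 0.398. It was 0.221 with Pearson's r and 0.110 with mRNAs matched on mean FPKM, a match limited as above. Sparse detection and expression level are therefore left open as causes.

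PL replicate 3 was nearer to the other stages than the other two PL livers. Its mean rho with livers of other stages over mRNAs was 0.932, higher by 0.00946 than the 0.922 of PL replicate 2, with 0.916 for PL replicate 1. Scaling was argued against, since it does not alter ranks, and so was depth, since 1732 mRNAs were at 0 in PL replicate 3, fewer than the 1750 and 2123 in the others. Among mRNAs called in the same direction between the other two PL livers and each other stage, after median-ratio scaling, PL replicate 3 kept a median of 56.5% of the difference, against 99.6% for PL replicate 1 and 94.8% for PL replicate 2 when each was treated the same way. For lncRNAs it kept 15.6%. It kept 45.6% for the 869 mRNAs higher in PL and 77.6% for the 462 lower in PL, and 12.7% and 88.4% for lncRNAs. A simple mixture of PL replicate 1 or 2 with a liver of another stage was argued against for mRNAs, since mixing fills in low values first. The share kept of higher mRNAs minus that of lower mRNAs was -32.06 percentage points in PL replicate 3, while 162 computed mixtures of PL replicate 1 or 2 with a liver of another stage gave from -1.55 to 31.27, and PL replicates 1 and 2 themselves had -2.5 and 21.59. For lncRNAs the mixtures could not decide. There PL replicate 3 had -75.65 (lowest mixture -12.86), but PL replicate 1, at -24.99, also lay below all its mixtures (lowest -17.75). A PL hen that was unlike PL replicates 1 and 2 and was also mixed was not covered, so mixing is not excluded. A hen in an earlier or weaker laying state might give the 56.5%, and this stays open and untested because no record of laying was used here.

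The paper's text and tables differ in small ways that no test here bears on. Supplementary Table S5 adds up to 15893 mRNAs and the paper's text gives 15983. Supplementary Table S11 lists 998 lncRNAs and the paper's text gives 994.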
